# Cytosine methylation at CpCpG sites triggers accumulation of non-CpG methylation in gene bodies

**DOI:** 10.1093/nar/gkw1330

**Published:** 2017-01-04

**Authors:** Nicolae Radu Zabet, Marco Catoni, Filippo Prischi, Jerzy Paszkowski

## Abstract

Methylation of cytosine is an epigenetic mark involved in the regulation of transcription, usually associated with transcriptional repression. In mammals, methylated cytosines are found predominantly in CpGs but in plants non-CpG methylation (in the CpHpG or CpHpH contexts, where H is A, C or T) is also present and is associated with the transcriptional silencing of transposable elements. In addition, CpG methylation is found in coding regions of active genes. In the absence of the demethylase of lysine 9 of histone 3 (IBM1), a subset of body-methylated genes acquires non-CpG methylation. This was shown to alter their expression and affect plant development. It is not clear why only certain body-methylated genes gain non-CpG methylation in the absence of IBM1 and others do not. Here we describe a link between CpG methylation and the establishment of methylation in the CpHpG context that explains the two classes of body-methylated genes. We provide evidence that external cytosines of CpCpG sites can only be methylated when internal cytosines are methylated. CpCpG sites methylated in both cytosines promote spreading of methylation in the CpHpG context in genes protected by IBM1. In contrast, CpCpG sites remain unmethylated in IBM1-independent genes and do not promote spread of CpHpG methylation.

## INTRODUCTION

DNA methylation is a heritable epigenetic mark that affects gene regulation, mostly at the transcriptional level (1,2). In mammals, DNA is methylated predominantly at cytosines in the CpG sequence context, whilst in plants methylation in non-CpG sequences (CpHpG and CpHpH, where H can be A, C or T) is also present and contributes to epigenetic regulation (3).

In *Arabidopsis thaliana*, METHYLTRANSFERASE 1 (MET1) is the main methyltransferase active in the inheritance of CpG methylation during DNA replication (4,5). In the maintenance mechanism of CpG methylation, it is assumed that MET1 recognizes hemimethylated CpG sites and adds methylation to the unmethylated newly synthesized DNA strand.

Methylation in the CpHpG context is maintained through a positive feedback loop in which KRYPTONITE (KYP; also known as SUVH4), SUVH5 and SUVH6 recognize CpHpG methylation and add two methyl groups to lysine 9 of histone 3 (H3K9me2) (6). This mark is then recognized by CHROMOMETHYLASE 3 (CMT3) or CHROMOMETHYLASE 2 (CMT2), which results in the methylation of unmethylated cytosines in the CpHpG or CpHpH contexts, respectively (7).

Methylation in the CpHpH context is maintained by the RdDM pathway (RNA-directed DNA methylation), where 24-nt small interfering RNAs (siRNAs) synthesized by the synchronized activities of RNA POLYMERASE IV (Pol IV), RNA-DIRECTED RNA POLYMERASE 2 (RDR2) and DICER-LIKE 3 (DCL3) target DOMAIN REARRANGED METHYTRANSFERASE 2 (DRM2) to corresponding loci (3,8). The targeting step includes loading of siRNAs onto ARGONAUTE 4 (AGO4). Binding of AGO4 to Pol V (or its transcripts) recruits DRM2, which then methylates the DNA homologous to the siRNAs. In fact, this process is assumed to be the main mechanism of *de novo* methylation of cytosine in all sequence contexts.

Whilst the mechanism propagating CpG methylation seems to be well defined, maintenance of the DNA methylation patterns in non-CpGs is less clear. Especially how and to what degree the three pathways interact is not well understood, although certain connections have been observed. For example, CpHpG methylation seems to depend also on the RdDM pathway and there are two classes of CpHpG sites: (i) those that are targets of CMT3 (and to a much lower extent of CMT2) and (ii) those sites that, in addition to CMT2/3, are also targeted by the RdDM pathway (9,10). Furthermore, CMT2 can methylate DNA in both CpHpG and CpHpH contexts, which may contribute to the co-existence of the two modes of methylation at many chromosomal targets, mostly transposons (10). In addition, KRYPTONITE/SUVH4 (KYP) was shown to bind with a similar affinity to DNA methylated in both CpHpG and CpHpH contexts (6,11), explaining why regions that display CpHpG methylation may also acquire CpHpH methylation. Moreover, PolV seems to be recruited at a subset of CpG methylated *loci* (12), which suggests that CpG methylation is also involved in the maintenance of CpHpH methylation.

All types of methylation are found at transcriptionally silent transposons and their remnants. In addition, CpG methylation alone is present in coding regions of active genes. Genes containing this type of methylation are protected from an invasion of non-CpG methylation, especially CpHpG methylation (13). For a subset of body-methylated genes this is achieved by the demethylase of H3K9me2 (INCREASE IN BONSAI METHYLATION1—IBM1), which interferes with the self-reinforcing regulatory loop of CMT3/KYP (14). Nevertheless, there are body-methylated genes that, despite the depletion of IBM1 in *ibm1* mutants, are not invaded by CpHpG methylation. The cause of the resistance of this class of genes to CpHpG methylation is not clear.

Recently, it was observed that a *met1* mutation in *Physcomitrella patens* results in drastic depletion of methylation in ^m^CpCpGs but not ^m^CpApGs or ^m^CpTpGs (15). Further analysis of the available methylation dataset of the *A. thaliana met1-6* mutant (16) revealed a similar rule (15). These important results suggested the involvement of MET1 in the maintenance of methylation at CpHpG sites and a model has been proposed for the cooperation between MET1 and CMT3 in the maintenance of double methylation in CpCpGs at heavily methylated transposons; however, the role of MET1-mediated methylation of the internal cytosine at CpCpGs in directing *de novo* CpHpG methylation has not been addressed.

Whilst studying differential spreading of CpHpG in gene body-methylated genes, we have now found a possible explanation for the establishment and inheritance of aberrant CpHpG methylation at these DNA methylation targets. More specifically, we have found that CMT3 can methylate CpCpG sites only when the internal cytosines (which are in the CpG context) are methylated. Therefore, the body of methylated genes, in which methylation of internal cytosines of CpCpG sites is absent, are ‘epigenetically protected’ against invasion of CpHpG methylation in an IBM1-independent fashion.

## MATERIALS AND METHODS

### Bisulfite sequencing datasets

We used bisulfite sequencing datasets of wild-type (WT) and nine epigenetic mutants of *A. thaliana* in the Columbia background: WT (GSM1242401 and GSM980986), first generation *met1-3* (GSM981031), *drm1/2 cmt2/3* (*ddcc)* (GSM1242404), *cmt3* (GSM981003), *cmt2* (GSM981002), *cmt2/3* (GSM1242402), *suvh4* (GSM981057), *suvh4/5/6* (GSM981060), *drm1/2* (GSM981015) and second generation *ibm1* (GSM981026). The dataset was generated using leaves from 3-week-old plants grown under continuous light (9,10). We pooled the reads from the two biological replicates of WT plants. We considered all cytosines in the ^m^CpG (852 905), ^m^CpApG (167 958), ^m^CpTpG (155 869), ^m^CpCpG (60 239; where we considered the methylation level of the external cytosine only) and ^m^CpHpH (412 402) contexts that produced at least five reads in all samples and displayed at least 50% methylation in the CpG context and 25% in the non-CpG context in WT plants.

For *met1-1* and MET1 transgenic lines, we used the bisulfite sequencing dataset given in (Catoni *et al.*, bioRxiv: http://biorxiv.org/content/early/2016/06/08/057794). This dataset was generated using pools of 2-week-old seedlings (25–30 plants per pool) grown under long-day conditions (21°C, 16 h light, 8 h dark). The *met1-1* plants used were 13th generation homozygous *met1-1* derived from *A. thaliana* Columbia-0. For our analysis, we pooled the reads of the bisulfite sequencing datasets for the two MET1 transgenic lines.

To analyze the bisulfite sequencing datasets, we used Bismark tool (17) with bowtie2 (18) and computed the methylation percentage of each cytosine. The scripts used to process the data were deposited at https://github.com/nrzabet/A_thaliana_epigenetic_mutants.

### Generated datasets

Samples for bisulfite sequencing were obtained from 3-week-old rosettes of first generation *ibm1-1* homozygous mutant plants in the Col-0 and Ler-0 ecotypes (14) grown under long-day conditions (21°C, 16 h light, 8 h dark). The Ler-0 *ibm1-1* mutant, kindly provided by Dr H. Saze, was obtained after four backcrosses to the Ler-0 genotype starting from the Col-0 mutant line. DNA was extracted using the DNeasy Plant Mini Kit (Qiagen) following the manufacturer's instructions. DNA bisulfite conversion was performed starting from 150 ng of genomic DNA using the EZ-DNA Methylation-Gold Kit (Zymo Research) followed by DNA library preparation with the TruSeq DNA methylation Kit (Illumina) according to the manufacturer's instructions. The library quality and fragment sizes were controlled with a TapeStation 2200 (Agilent) instrument and the DNA quantified by PCR on a LightCycler 480 II (Roche) using the Library Quantification Kit (Kapa Biosystem). The DNA libraries were pooled at a concentration of 4 nM and sequenced with 2 × 75-bp paired-end reads on an Illumina NextSeq 500 instrument. Sequences reads were aligned using Bismark (17) against the *A. thaliana* genome TAIR10 version and the PacBio Ler-0 genome assembly (http://www.pacb.com/uncategorized/new-data-release-arabidopsis-assembly/) for Col-0 and Ler-0 *ibm1* mutants, respectively. Duplicated reads were collapsed into one read. Chloroplast sequences were used to estimate the bisulfite conversion.

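For each library, methylated calls at chloroplast cytosines in all sequence contexts were divided by all calls there, since chloroplast DNA is taken to carry no methylation and a methylated call then stands for an unconverted cytosine. In the Col-0 *ibm1-1* library, 1.34% of 9528236 chloroplast calls were methylated (95% Wilson interval 1.33–1.34%), at a mean of 170 reads per cytosine over 56065 cytosines. In the Ler-0 *ibm1-1* library, the 4 contigs of the Ler-0 assembly that aligned to the Col-0 chloroplast gave 1.38% of 4899663 calls (1.37–1.39%), at a mean of 146 reads per cytosine over 33480 cytosines. The difference between the libraries lies outside these intervals but is small beside the 5% and 50% CpHpG levels that separate the bins.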

We partitioned the reference genome of Col-0 (TAIR10) into 500-bp tiles and selected all tiles in WT displaying a mean gene body CpG methylation in 500 bp of at least 10% and non-CpG methylation lower than 5% (47 376 bins). We then used BLAT (19) to map these regions to the Ler-0 genome assembly. We kept only bins with an alignment of 400–600 bp and at least one CpCpG site (31 994 bins). 

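CpCpG sites were sorted into 4 patterns within each *ibm1-1* library, for sites with at least 5 reads on both cytosines, with the internal cytosine called methylated at 50% or more and the external cytosine at 25% or more. Over the nuclear genome of Col-0, 690657 sites had enough reads and 477484 had too few. Of the sites with enough reads, 60.8% were CpCpG, 19.0% Cp mCpG, 19.9% mCp mCpG and 0.347% mCpCpG. In Ler-0, 643370 sites had enough reads and 730445 had too few, and the shares were 57.7% CpCpG, 19.0% Cp mCpG, 22.9% mCp mCpG and 0.418% mCpCpG. Within the 500-bp bins selected as body-methylated and homologous between the ecotypes, 39.8% of 156300 sites were Cp mCpG and 21.6% mCp mCpG in Col-0, against 32.7% and 24.7% of 144415 sites in Ler-0. The 95% Wilson interval of the Cp mCpG share in bins was 39.5–40.0% in Col-0 and 32.4–32.9% in Ler-0. The bins were chosen by CpG methylation in the Col-0 library only, which raises the Col-0 share of methylated internal cytosines by construction, and the intervals do not cover this. A higher threshold for the external cytosine, 50%, moved these shares most, to 52.1% Cp mCpG and 9.27% mCp mCpG in Col-0 bins and to 45.7% and 11.6% in Ler-0 bins.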

Since the *ibm1* mutation does not affect methylation in the CpG context, we assumed that ^m^Cp^m^CpG and Cp^m^CpG sites in the *ibm1* mutant are CpCpG sites that also have interior cytosines methylated in WT plants.

These datasets (of first generation *ibm1-1* homozygous mutant plants) were used to produce Figure 5 and Supplementary Figure S8, while the *ibm1* dataset from (9) was used to produce Figures 3 and 4; Supplementary Figures S1, 5 and 6. We also investigated transgenerational effects and confirmed that regions that gain CpHpG methylation in the second generation of *ibm1* mutant (9) completely include the DMBs detected in the first generation of *ibm1* (Supplementary Figure S7D).

### Differentially methylated bins (DMBs)

To compute DMBs we used *DMRcaller* (20), which is an R/Bioconductor package (21,22). Briefly, we considered 100-bp tilling bins and performed a Score test (leading to results similar to a Fisher's exact test) between methylated and total reads in a bin for WT and mutant plants. We selected bins where the *P-*value was less than 0.01, the difference in methylation level was at least 40% in the CG context, 20% in the CHG context or 10% in the CHH context, with at least four cytosines; each cytosine had on average at least four reads, as applied previously in (9).

### ChIP-seq datasets

In our analysis, we used the ChIP-seq datasets for H3 (GSM1242392) and H3K9me2 (GSM1242393) from (10). In addition, we also used ChIP-chip datasets for H3K9me2 in WT (GSM566673) and *ibm1* (GSM566674) published in (23).

### Computational predictions of KYP binding affinity

Three-dimensional models of KYP bound to different DNA sequences were generated using the crystal structure of KYP in complex with ^m^CpHpH DNA and the H3 (1-15) peptide [PDB:4QEO] (6) as a starting model. Changes in the DNA sequence were made using the FOLDX software (24,25). Models were energy minimized and equilibrated using the GROMACS package (26) with the CHARMM36 force fields (27–29). The initial shortest distance between the protein and the box boundaries was set to 1.2 nm. The energy of the system was minimized in vacuum when maximum force on any atom was less than 100 kJ/mol/nm with a maximum of 10 000 steps. The system was then equilibrated with a short MD run of 25 000 steps with a 2-fs time-step (a total of 50 ps). The system was simulated in the NVT ensemble by keeping the temperature (300K) constant; a weak coupling (performed using the Berendsen method) (30) to external heat baths was applied (relaxation times 0.1 ps). Protein and non-protein were coupled to separate baths in order to ensure even distribution of velocities (and therefore temperature) across the system. All covalent bonds were constrained using the LINCS algorithm and non-bonded interactions were computed using the PME method (31) with a grid spacing of 0.12 nm for electrostatic contribution. Interaction energies between KYP and DNA were calculated using the FOLDX software (24,25).

## RESULTS

### Regulatory links between CpG methylation and double methylation at CpCpG sites

To examine regulatory links between MET1 and maintenance of methylation of external cytosines at CpCpG sites, we studied methylation patterns in each sequence context (CpG, CpApG, CpCpG, CpTpG and CpHpH) in selected epigenetic mutants of *A. thaliana* and their combinations (*met1-3, ddcc, cmt3, cmt2, cmt2/3, suvh4* also known as *kyp1, suvh4/5/6, drm1/2* and *ibm1*—see ‘Materials and Methods’ section for more information) (9,10) (Figure 1 and Supplementary Figure S1).

**Figure 1.**
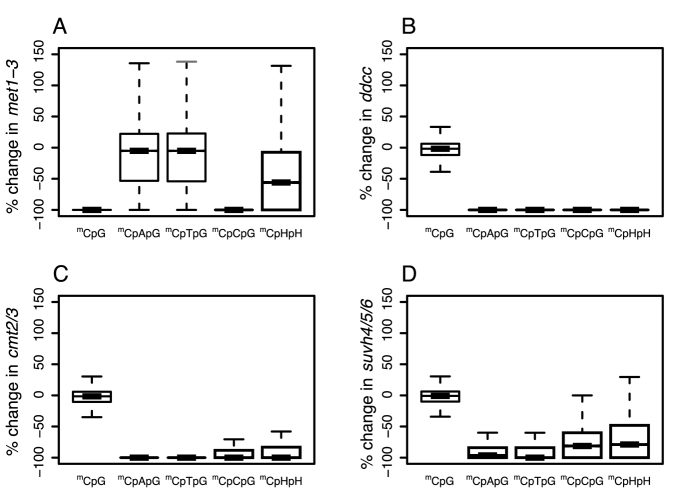
Relative changes in methylation level in four epigenetic mutants (met1-3, ddcc, cmt2/3 and suvh4/5/6) compared to WT. Cytosines in the CpG, CpApG, CpTpG, CpCpG (methylation of the external cytosine) and CpHpH sequences were considered separately (see ‘Materials and Methods’ section).

Our results confirmed the observation of Yaari *et al.* (15) in the *met1-3* mutant with complete loss of methylation at CpGs that methylation of external cytosines at CpCpG sites is also lost, while cytosine methylation at CpApG and CpTpG sites is not affected (Figure 1A). In addition, complete loss of CpHpG methylation occurs in the quadruple *ddcc* mutant, where DRM1/2 and CMT2/3 are mutated (Figure 1B) (3,10). Thus, while the methylation of CpApGs and CpTpGs depend only on the CMT2/3 pathway (Figure 1A and C), maintenance of methylation of the external cytosine at CpCpGs always requires MET1 (Figure 1A and C) in combination with CMT2/3 or with RdDM pathway, however, the latter contributes to much lower extent (Supplementary Figure S1D).

Although, in the *cmt2/3* double mutant, there is a massive reduction in CpHpG methylation, a low level of methylation of the external cytosines at CpCpGs is still retained (Figure 1C). For the *cmt2/3* double mutant, the loss in CpCpG methylation displays a bimodal distribution, with some CpCpG sites losing methylation completely and others showing residual levels (Supplementary Figure S2A).

Since, the entire CpCpG methylation is erased in the *ddcc* mutant, we concluded that the residual methylation in *cmt2/3* is maintained by the RdDM pathway. We selected CpCpGs for which at least 99% of the WT methylation is lost in the *cmt2/3* double mutant (40 968 sites) as CMT2/3 dependent (CDCs). Alternatively, CpCpG sites in *cmt2/3* that retained more than 20% of the WT methylation level (10 216 sites) at external cytosines were considered as RdDM-dependent sites (RDCs) (Supplementary Figure S2A and B). Indeed, in the *drm1/2* double mutant, RDCs are more affected than CDCs (Supplementary Figure S2C).

Since, methylation of external cytosines of CpCpGs is lost in *met1-3*, we examined in more detail possible links between the change in methylation of these cytosines and the methylation of internal cytosines at CpCpG sites. It became apparent in WT plants, where the internal cytosines at CpCpG sites are unmethylated, that the external cytosines also remain unmodified. In contrast, where the internal cytosines are methylated, the external cytosines are also methylated at ∼40% of CpCpG sites (Supplementary Figure S3). This correlation suggests a regulatory link in which methylation of internal cytosines is necessary but not sufficient for methylation of external cytosines. Thus, in the DNA methylation at CpCpG sites only three of the four possible methylation patterns occur, i.e. CpCpG, Cp^m^CpG and ^m^Cp^m^CpG. Importantly, the fourth option of ^m^CpCpG is almost completely excluded.

To further test this link by which CpG methylation at CpCpGs may influence non-CpG methylation, we examined whether partial loss of methylation at internal cytosines in the CpG context also results in partial loss of methylation of external cytosines at the same CpCpG sites. For this, we analysed bisulfite sequencing datasets of the *met1-1* allele (Catoni *et al.*, bioRxiv: http://biorxiv.org/content/early/2016/06/08/057794), which reduces methylation in CpGs to 25% of the WT (4). We found a positive linear correlation between methylation depletion at internal cytosines and loss of methylation at external cytosines of the same CpCpG sites (Figure 2A). Furthermore, we investigated whether recovery of the methylation of internal cytosines is correlated with regain of methylation at external cytosines, also at the same CpCpG sites. For this, we analyzed bisulfite sequencing datasets of two transgenic *met1-1* lines complemented by the MET1 transgene (Catoni *et al.*, bioRxiv: http://biorxiv.org/content/early/2016/06/08/057794). Also in this case, a positive linear correlation was observed between regain of methylation in internal and external cytosines at CpCpG sites (Figure 2B). As a control, we tested the relationship between methylation of both cytosines in the *ddcc* mutant (Figure 2C). Erasure of external cytosine methylation in *ddcc* had no effect on the methylation levels of internal cytosines.

**Figure 2.**
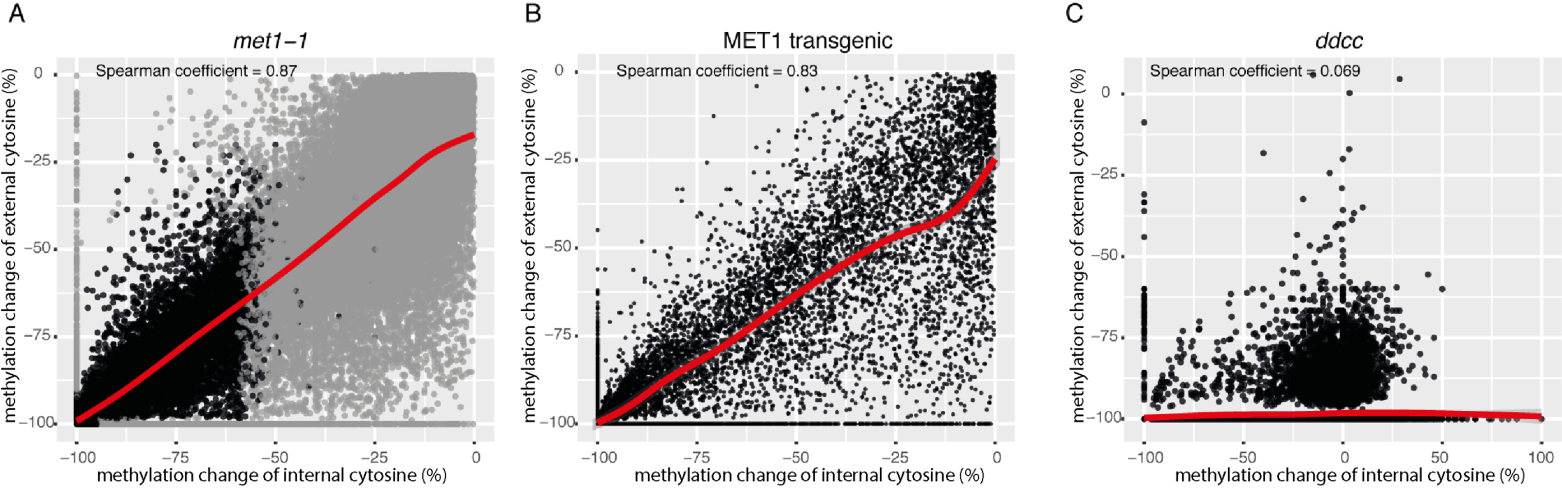
Correlation of internal and external cytosine methylation at CpCpG sites. (**A**) The percentage loss of methylation in the *met1-1* mutant at CpCpG sites displaying at least 50% methylation of both external and internal cytosines in WT plants (64 727 sites). The Spearman correlation coefficient between losses in internal and external cytosine methylation was 0.87. Black points indicate a subset of sites displaying <40% methylation at both external and internal cytosines in the *met1-1* mutant (23 612). (**B**) Changes in methylation levels of external and internal cytosines at CpCpG sites between complemented MET1 transgenic lines and WT plants. Only CpCpG sites displaying at least 50% methylation of both external and internal cytosines in WT plants and less than 40% methylation of external and internal cytosines at CpCpGs in the *met1-1* mutant (23 612 sites; black points from panel A) were considered. The regain of methylation at external and internal cytosines correlated with a Spearman coefficient of 0.83. The bisulfite sequencing datasets consist of pooled reads of two *met1-1* lines independently complemented by a transgenic *MET1*. (**C**) Changes in methylation levels of external and internal cytosines at CpCpG sites in *ddcc* mutant and WT plants (41 498 sites).

Remarkably, the methylation of external cytosines at CpCpGs depends on the methylation status of the internal cytosines for only ∼40% of CpCpG sites (Supplementary Figure S3). For the remaining 60%, external cytosines remain unmethylated despite methylation of the internal cytosines. To determine the mechanism of this dual regulation, we examined the methylation status at these sites in genes and also in transposable elements. Expressed genes were methylated exclusively in the CpG context and this methylation was present in the coding regions of genes (gene body-methylation). In contrast, transposable elements displayed methylation in both CpGs and non-CpGs (9,10,32). Consistently, we found CpCpG sites with both cytosines methylated (^m^Cp^m^CpG) exclusively in transposons, promoters of genes regulated by methylation and other loci methylated in all sequence contexts. In contrast, CpCpG sites with only internal cytosines methylated (Cp^m^CpG) were found prevalently in genes but also in a subset of transposons (Supplementary Figure S4A). Loci displaying methylation at both cytosines (^m^Cp^m^CpG) are associated with H3K9me2 levels higher than those when only internal cytosines are modified (Cp^m^CpG) (Supplementary Figure S4B). This relative depletion of H3K9me2 at loci marked by Cp^m^CpG may contribute to the absence of methylation of external cytosines at CpCpG sites, since CMT2 and CMT3 are dependent on H3K9me2 feedback for their DNA methylation activities and, thus, also for the general maintenance of CpHpG methylation (7,10). As a consequence, gene body-methylation, which is restricted to methylation in the CpG context (including the internal cytosines of CpCpGs), seems to be protected against general methylation in the CpHpG context by interruption of the H3K9me2/ CMT2/3 regulatory loop. Histone demethylase IBM1 interferes with this feedback regulation (14). IBM1 targets a subset of genes and removes H3K9me2, thus blocking the spread of methylation in the CpHpG context (14,23). However, protection against non-CpG methylation by IBM1 applies only to a subgroup of body-methylated genes (12%), while the rest of the body-methylated genes are protected against non-CpG methylation also in the absence of IBM1 (Figure 3A and B). The reason for this IBM1 independence is not clear and triggers of the initial acquisition of non-CpG methylation at IBM targets that would promote its subsequent spreading have not been defined.

**Figure 3.**
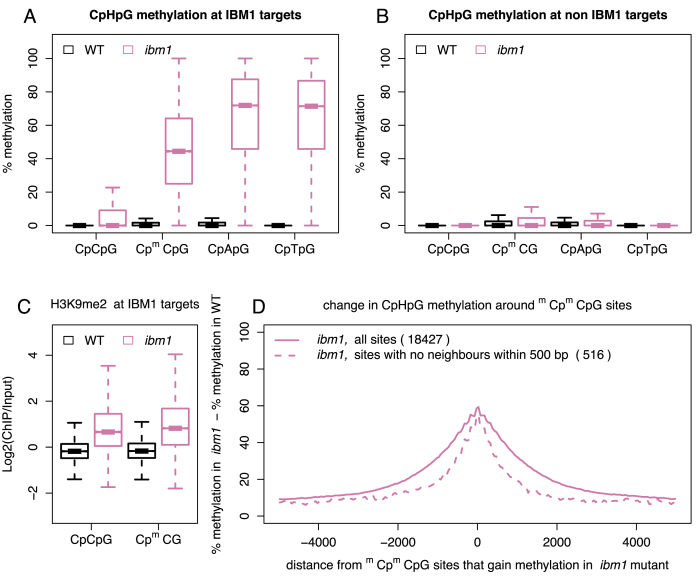
Changes in CpHpG methylation in the ibm1 mutant. (**A** and **B**) show methylation levels of different CpHpG sites (CpCpG, Cp^m^CpG, CpApG and CpTpG) in both WT and *ibm1* plants for IBM1 targets and non IBM1 targets, respectively. (**C**) The levels of H3K9me2 at CpCpG and Cp^m^CpG sites in both WT and *ibm1* plants at IBM1 targets. (**D**) The difference in average CpHpG methylation between *ibm1* and WT plants around ^m^Cp^m^CpG sites that gained methylation in the *ibm1* mutant. Here the ^m^Cp^m^CpG sites (18 427 sites) were defined as having <15% methylation of cytosines in WT and more than 25% methylation in *ibm1* (straight line). We also considered the case of ^m^Cp^m^CpG sites with no neighbours within 500 bp (there are no other ^m^Cp^m^CpG sites within 500 bp) (dashed line). As a control, we also investigated CpG methylation around ^m^Cp^m^CpG sites and our results confirm that there is no change in CpG methylation in the *ibm1* mutant (Supplementary Figure S5).

### The methylation status of CpCpGs influences spreading of CpHpG methylation in body-methylated genes

To investigate possible interdependence of the methylation status at CpCpGs and IBM1activity, we re-analysed the bisulfite sequencing data of WT and *ibm1* mutant plants (9). Genes with Cp^m^CpGs in their bodies gained CpHpG methylation in the *ibm1* mutant, including external cytosines of Cp^m^CpGs (Figure 3A). However, CpCpG sites with unmethylated internal cytosines were only negligibly affected by the *ibm1* mutation (Figure 3A), despite showing a similar gain in H3K9me2 (Figure 3C). We also observed that gain of methylation at CpApGs and CpTpGs decreased with increasing distance from Cp^m^CpG sites, which in the *ibm1* mutant acquire methylation of external cytosines (Figure 3D). There is no change in CpG methylation around Cp^m^CpGs sites (Supplementary Figure S5), which suggests that such an increase in CpHpG methylation is independent of changes in the CpG methylation pattern (Supplementary Figure S5). This finding is consistent with the hypothesis that methylation of the external cytosines at Cp^m^CpGs may be an initial event promoting spreading of CpHpG methylation in gene bodies of the *ibm1* mutant.

Since a subset of body-methylated genes resist hypermethylation in the CpHpG context even in the *ibm1* mutant, we searched for possible differences between this group and genes that increase in methylation in *ibm1*. We partitioned the genome into 500-bp tiling bins and selected regions displaying gene body-methylation with at least 10% of methylation in the CpG context and less than 5% methylation in the CpHpG or CpHpH contexts. We then selected bins with increased CpHpG methylation of at least 50% in the *ibm1* mutant and named these bins IBM1 targets, while bins with an increase in CpHpG methylation of <5% where considered to be IBM1 independent. Although IBM1 targets had on average fewer CpCpG sites (Figure 4A), nearly all were methylated in the internal cytosines (Figure 4B). In contrast, most CpCpG sites in IBM1-independent regions showed unmethylated internal cytosines (Figure 4B). These observations are consistent with the hypothesis that IBM1 targets gain methylation in the *ibm1* mutant by CpHpG methylation initiated by modification of external cytosines at Cp^m^CpGs. Therefore, the presence/absence of Cp^m^CpGs can be used to predict IBM1 targets in contrast to other CpG sites (Supplementary Figure S6).

**Figure 4.**
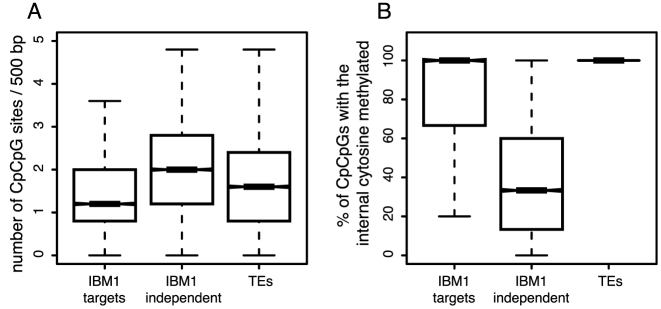
Genetic and epigenetic features of IBM1 targets. Considering 500-bp tilling bins, we defined ‘IBM1 targets’ as bins that display gene body-methylation in WT plants and gained at least 50% methylation in the CpHpG context in the *ibm1* mutant (8815 bins). Bins defined as ‘IBM1 independent’ showed gene body type methylation in WT but did not gain more than 5% methylation in the CpHpG context in the *ibm1* mutant (18 067 bins). Bins defined as TEs had at least 50% methylation in the CpHpG context in WT (14 942 bins). (**A**) The number of CpCpG sites and (**B**) the percentage of CpCpG sites with methylated internal cytosines. To determine whether the three distributions in (A) are different, we performed three pairwise Wilcoxon tests (IBM1 targets compared to IBM1 independent, IBM1 targets compared to TEs and IBM1 independent compared to TEs); in each case *P* < 2.2e-16.

IBM1 gene expression is completely suppressed in the *met1-3* mutant due to depletion of DNA methylation in a region encoding the *IBM1* intron (33). Notably, we observed only a small overlap between regions that gain CpHpG methylation in *met1-3* and in *ibm1* (Supplementary Figure S7A). Since in *met1-3* Cp^m^CpGs become CpCpGs, they are not targeted by CMT3. Moreover, if CpHpG methylation is initiated independently of Cp^m^CpG sites, we should detect an increase in CpHpG methylation in *met1-3*, being an *ibm1* epi-mutant, at genes that are IBM1 targets. However, CpHpG increase of methylation in *met1-3* mutant occurs mostly at TEs (Supplementary Figure S7B) and CpApG/CpTpG sites did not gain methylation at IBM1 targets (Supplementary Figure S7C), which is consistent with the hypothesis that Cp^m^CpGs are indeed required for the initiation of methylation in the CpHpG context at IBM1 targets in the absence of IBM1 activity.

Finally, to further investigate the activity of Cp^m^CpG sites as coordinators of CpHpG methylation, we generated bisulfite sequencing datasets for the first generation of *ibm1* homozygous mutant in Columbia (Col-0) and Landsberg (Ler-0) ecotypes in which the same *ibm1* mutant allele was introgressed. 

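One bisulfite library was made from 3-week-old rosettes of first generation *ibm1-1* homozygous plants in each ecotype, so that no difference between Col-0 and Ler-0 in these data has a replicate check. Bisulfite converts unmethylated cytosines, which are then read as thymines, while methylated cytosines are still read as cytosines, and each read over a cytosine gives 1 methylated or unmethylated call. The authors aligned the 75-bp paired reads with Bismark, those of Col-0 to TAIR10 and those of Ler-0 to the PacBio assembly of Ler-0, collapsed duplicated reads, and deposited the counts of methylated and unmethylated calls at each cytosine of both strands, without normalization. The Col-0 library gave 371653818 calls at 43080083 cytosines, a mean of 8.63 calls per cytosine, with at least 1 call at 84.8% of them. The Ler-0 library gave 313387873 calls at the 47623059 cytosines of 545 contigs, a mean of 6.58, with at least 1 call at 77.1%.

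The level of a bin in a sequence context was calculated as methylated calls over all calls, pooled over the cytosines of that context on both strands. The internal cytosine of a CpCpG site was called methylated with at least 5 reads and a level of at least 50%, whatever the state of the external cytosine. WT libraries were not used here. In their place, body-methylated bins were chosen by their CpG level in the Col-0 *ibm1-1* library and by the gene annotation, a choice that can admit bins with non-CpG methylation in WT. The Ler-0 assembly itself was not used either. Its sequence was rebuilt from the cytosines of both strands and the 2 bases that follow each of them, which leaves some A and T bases unresolved, and the Col-0 tiles were reduced by the same rule before alignment. Intervals are 95% Wilson intervals unless stated. They cover counting error only, since several cytosines lie on one read and each ecotype has 1 library.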

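The mutated gene, *IBM1* (AT3G07610), lies on the plus strand of chromosome 3 of TAIR10 from 2425884 to 2433113 and has 16 exons. Over the 14 tiles inside it, the CpG level was 38.3% in Col-0 (36.5–40.0%) and 40.7% in Ler-0 (38.8–42.5%), and the CpHpG level was 20.1% (18.9–21.2%) and 32.7% (31.4–34.1%). Read depth was also examined at cytosines that only the Ler-0 assembly has, where Col-0 DNA leaves no counted read. Outside chromosome 3 from 250001 to 9000000, 80.9% of 77353 such cytosines had reads in the Ler-0 library. Inside this stretch of 8.75 Mb, which includes *IBM1*, 9.77% of 4280 did. Cytosines shared by both genomes had a mean of 6.38 reads inside the stretch and 6.74 outside it. All 35 windows of 250 kb in the stretch had reads at fewer than 50% of their Ler-0-specific cytosines, against 0 of 439 windows elsewhere. The stretch holds 9.55% of the bins compared between the ecotypes.

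**Figure D1:**
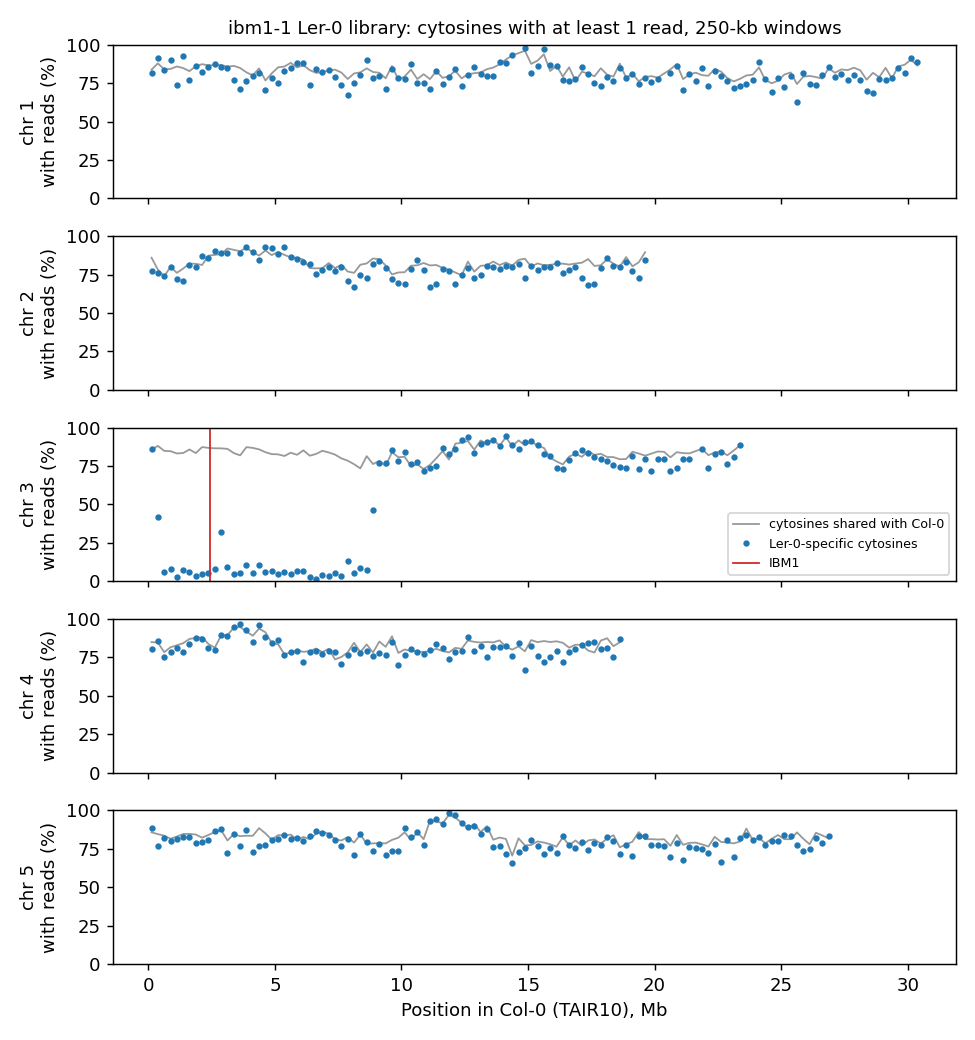
Percent of cytosines with at least 1 read in the *ibm1-1* Ler-0 library in windows of 250 kb along the 5 chromosomes of Col-0 (TAIR10, in Mb). Points are cytosines specific to Ler-0, grey lines are cytosines shared with Col-0, and the red line marks *IBM1*. Points drop below 50% in the stretch of chromosome 3 around *IBM1*, while the grey line does not.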

We analyzed 500-bp regions in Col-0 that displayed gene body-methylation and also had homologous sequences in Ler-0. 

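The 5 nuclear chromosomes of TAIR10 were divided into 238291 tiles of 500 bp from their first base. Of these, 236158 had an alignment in the rebuilt Ler-0 sequence, and 212695 were placed once (mapping quality of at least 20 and an alignment score at least 20 above the next place) with at least 400 bp of the tile aligned over 400 to 600 bp of Ler-0. At least 1 CpCpG site in Col-0 was present in 198779 tiles, and 138313 of them had at least 4 covered CpHpG cytosines and a mean of at least 4 reads per CpHpG cytosine in both libraries. Tiles with at least 250 bp in a protein-coding gene and no overlap with an annotated pseudogene numbered 101334. The annotation used does not list transposable element fragments, so bins that hold one inside a gene were not removed. A CpG level of at least 10% in Col-0 left 42883 homologous bins. Their median depth was 10.9 reads per CpHpG cytosine in Col-0 and 9.46 in Ler-0, over a median of 35 CpHpG cytosines. Pooled over these bins, the CpG level was 57.4% in Col-0 and 55.7% in Ler-0, and the CpHpH level was 2.64% and 3.40%. The number of bins was 26560 with at least 8 reads per CpHpG cytosine and 66178 without the annotation filter.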

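Pooled CpHpG methylation over the homologous body-methylated bins was 20.6% in the Col-0 *ibm1-1* library and 27.8% in the Ler-0 *ibm1-1* library. CpHpG methylation of at least 50% was measured in 2270 bins in Col-0, with a median level of 56.9%, and in 5071 bins in Ler-0, with a median of 58.6%. These bins held more reads than the other bins, with medians of 19.0 reads per CpHpG cytosine in Col-0 and 17.1 in Ler-0, against 9.39 and 7.54 in bins under 5% CpHpG of the same library. Ler-0 had more of them on each of the 5 chromosomes, from 706 against 338 on chromosome 2 to 1448 against 553 on chromosome 1. Both counts depend on the selection of the bins. They were 8319 and 15184 without the annotation filter, and 824 and 1736 when CpHpH methylation was also required to be under 5% in both libraries. With Ler-0 levels scaled by 0.828, the ratio of the libraries in pseudogenes, a setting chosen after the counts were seen that lowers the Ler-0 count by construction, it was 2114.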

From this set, we selected bins displaying at least 50% CpHpG methylation in Col-0 (500 bins) or Ler-0 (1337 bins). Only 87 bins showed increased CpHpG methylation in both ecotypes; the majority of the bins displayed an increase in only one ecotype (Supplementary Figure S8). 

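At least 50% CpHpG methylation was measured in both libraries in 1519 bins. They were 66.9% (64.95–68.82%) of the bins at this level in Col-0 and 30.0% (28.7–31.2%) of those in Ler-0. Bins at this level in Col-0 had a median of 57.5% CpHpG methylation in Ler-0 (quartiles 45.0% and 66.8%). Bins at this level in Ler-0 had a median of 41.7% in Col-0 (29.1% and 52.4%), and 50.4% of them were between 25% and 50% in Col-0. Of the 5822 bins at 50% or more in at least 1 ecotype, 4303 were under 50% in the other (73.9%, 72.8–75.0%), and 138 were under 5% in the other (2.37%, 2.01–2.79%). The number of shared bins moved most without the annotation filter, to 6652, and with the CpHpH limit of 5%, to 388.

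**Figure D2:**
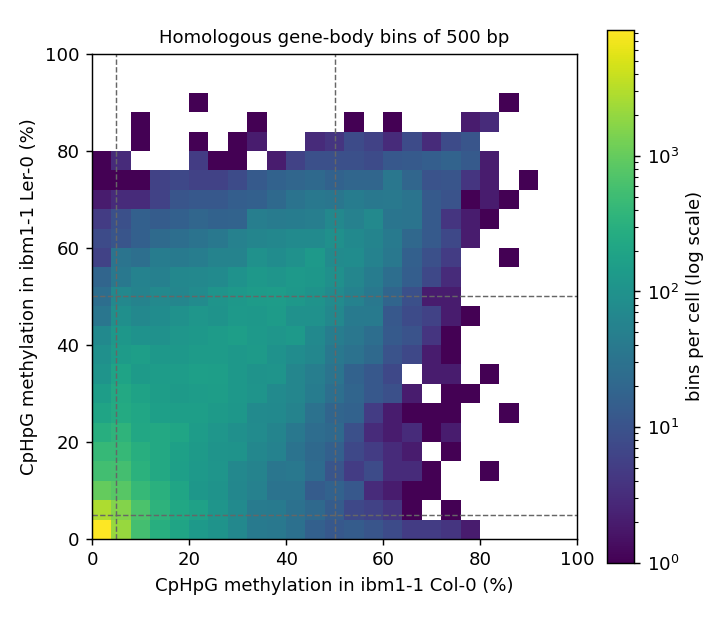
CpHpG methylation (%) of homologous gene-body bins in *ibm1-1* Col-0 (x axis) and *ibm1-1* Ler-0 (y axis), with the number of bins per cell in colour on a log scale. Dashed lines mark 5% and 50%. The 1519 shared bins are in the upper right, and the areas beyond 50% in one library and under 5% in the other hold the 138 exclusive bins.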

Interestingly, bins that gained CpHpG methylation only in the Col-0 ecotype (413 bins with CpHpG methylation of at least 50% in Col-0 and <5% in Ler-0) had CpCpG sites with internal cytosines methylated in Col-0 (on average 2) and not in Ler-0 (on average zero) (Figure 5A). In contrast, bins that gained CpHpG methylation only in the Ler-0 ecotype (1250 bins with CpHpG methylation of at least 50% in Ler-0 and <5% in Col-0) had CpCpG sites with internal cytosine methylation in Ler-0 (on average 2) and not in Col-0 (on average zero) (Figure 5B). These results provide additional support for the conclusion that the presence of Cp^m^CpG sites promotes CpHpG methylation and that regions gain CpHpG methylation in the *ibm1* mutant only when they include these particular sites.

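CpHpG methylation of at least 50% in Col-0 and under 5% in Ler-0 was measured in 60 bins. The number of Cp mCpG sites per bin was 5.03 on average in Col-0 (exact Poisson interval 4.48–5.63, median 4, quartiles 2 and 7) and 0.40 in Ler-0 (0.256–0.595, median 0). The bins had a mean of 5.93 CpCpG sites in Col-0, 5.13 of them with enough reads, and 6.10 in Ler-0, 3.83 with enough reads. Of the sites with enough reads, 98.1% were methylated at the internal cytosine in Col-0 and 10.4% in Ler-0. The mean difference between the libraries was 4.63 sites per bin, whereas 10000 random sets of 60 bins matched on CpCpG number gave differences from -0.5 to 1.73. Bins are not replicates, and this places the bins among others of the same pair of libraries only. Depth was unequal in these bins, with a median of 17.9 reads per CpHpG cytosine in Col-0 and 7.12 in Ler-0. The limit for the other ecotype moved the number of bins and the mean in Ler-0 most. With under 50% in place of under 5%, 751 bins had a mean of 3.82 sites in Col-0 and 2.49 in Ler-0. The mean in Col-0 moved most with at least 8 reads per CpHpG cytosine, to 7.12 over 26 bins.

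Among the 49 Col-0-only bins with at least 10 CpHpG cytosines of at least 5 reads in each library, the 3 with the largest CpHpG difference lie in disease resistance genes of the TIR-NBS-LRR class on chromosome 4. The first (9541501–9542000, TAIR10) is in *RPP5* (AT4G16950), with 384 bp of coding sequence and 116 bp of intron, and had 79.3% CpHpG methylation in Col-0 (215 of 271 calls, 74.1–83.7%) and 0.901% in Ler-0 (1 of 111 calls, 0.159–4.93%). Its CpCpG site, with the internal cytosine at 9541908 on the plus strand (ATATCACCCCCGAACAATGTA, internal cytosine in the centre), was methylated in 29 of 29 reads at the internal and 19 of 29 at the external cytosine in Col-0, and in 0 of 9 reads at both in Ler-0. The second (9513001–9513500) is coding sequence of AT4G16900, with 79.9% in Col-0 (573 of 717 calls) and 1.52% in Ler-0 (3 of 197 calls). It had 2 CpCpG sites, both Cp mCpG in Col-0 and neither with enough reads in Ler-0. The last (9489501–9490000) is in *RPP4* (AT4G16860), with 71.9% in Col-0 (345 of 480 calls) and 0 of 145 calls in Ler-0, which allows up to 2.07%. It had 2 Cp mCpG sites of 2 in Col-0 and 0 of 4 in Ler-0. Fisher's exact test on the methylated and unmethylated calls (two-sided, with Benjamini-Hochberg adjustment over all homologous bins) gave an adjusted p of at most 2.2e-50 for these bins, but it compares 2 libraries, not ecotypes, and calls on one read are not independent. The genes are similar copies in a cluster, and short reads can be assigned to the wrong copy, and the *RPP4* bin has 48 differences from Ler-0 in the reduced sequence, so that these values are uncertain. CpHpH methylation in Col-0 was 2.65% in the *RPP5* bin, 14.3% in the AT4G16900 bin and 14.7% in the *RPP4* bin. Pseudogene bins at 50% or more CpHpG had 16.2% in Col-0. WT was not examined, so methylation present without *ibm1-1*, as at transposable elements, is not excluded for these bins.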

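CpHpG methylation of at least 50% in Ler-0 and under 5% in Col-0 was measured in 78 bins. They had 3.87 Cp mCpG sites per bin on average in Ler-0 (exact Poisson interval 3.45–4.33, median 3, quartiles 2 and 5) and 1.67 in Col-0 (1.39–1.98, median 1, quartiles 0.25 and 2). With enough reads, 92.6% of the CpCpG sites were methylated at the internal cytosine in Ler-0 and 44.5% in Col-0. The mean difference of Col-0 minus Ler-0 was -2.21 sites per bin, and matched random sets of 78 bins gave differences from -0.359 to 1.04. In Col-0, 20 of the 78 bins had no Cp mCpG site (25.6%, 17.3–36.3%). The CpG level of the bins was 40.3% in Col-0 and 83.3% in Ler-0, where Col-0 is held to at least 10% by the selection of the bins. With that limit met in either library rather than in Col-0, 164 bins had a mean of 0.823 sites in Col-0 and 3.89 in Ler-0.

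Of the 75 Ler-0-only bins with at least 10 CpHpG cytosines of at least 5 reads in each library, the largest difference was in *RDH2* (AT1G16460, rhodanese homologue 2), at 5620001–5620500 of chromosome 1, with 228 bp of coding sequence, 47 bp of UTR and 225 bp of intron. Its CpHpG level was 3.61% in Col-0 (17 of 471 calls, 2.27–5.70%) and 77.3% in Ler-0 (899 of 1163 calls, 74.8–79.6%), and its CpG level was 11.5% and 96.7%. The bin has 12 CpCpG sites in each genome. In Col-0, 10 had enough reads and 1 was Cp mCpG, with its internal cytosine at 5620355 on the minus strand (ATGACCACTCGGTAAACCCTT, plus strand, methylated in 11 of 13 reads). In Ler-0, all 12 were Cp mCpG, with internal cytosines at 86.2% to 100%. In *PAP24* (AT4G24890, purple acid phosphatase 24; chromosome 4, 12812001–12812500; 341 bp of coding sequence and 159 bp of intron), the level was 4.99% in Col-0 (29 of 581 calls) and 77.4% in Ler-0 (1288 of 1664 calls). This bin already had 4 Cp mCpG sites among 5 with enough reads in Col-0, against 7 of 7 in Ler-0. In *ABCC15* (AT3G60970, multidrug resistance-associated protein 15; chromosome 3, 22561001–22561500; 328 bp of coding sequence and 172 bp of intron), it was 2.61% in Col-0 (11 of 421 calls) and 73.9% in Ler-0 (679 of 919 calls), with CpHpH methylation of 21.1% in Ler-0. Its one CpCpG site, at 22561299 on the minus strand (TTTAAAGATCGGACAGTGGTG), had 1 read in Col-0 and was methylated in 8 of 8 reads in Ler-0. CpHpH methylation in Ler-0 was 6.10% in the *RDH2* bin and 11.8% in the *PAP24* bin. Methylation in WT was not examined for any of the 3 bins. The same Fisher's exact test gave adjusted p-values of at most 9.9e-150 for these 3 bins, again between libraries only.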

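Over all homologous bins, the share that reached 50% CpHpG methylation rose with the number of Cp mCpG sites in the same library. In Col-0 it was 1.36% (1.15–1.62%) of 9526 bins without a Cp mCpG site, 3.45% (3.12–3.81%) with 1 site and 14.5% (12.1–17.3%) with 10 or more. In Ler-0 it was 2.80% (2.54–3.09%) of 13797 bins without a site, 10.0% (9.40–10.6%) with 1 site and 31.6% (27.9–35.6%) with 10 or more. Part of this rise can come from read depth, since bins at 50% or more held more reads and sites are called by reads. No CpCpG site had enough reads in 2509 of the 9526 bins in Col-0 and 3079 of the 13797 in Ler-0. The CpHpG level also includes the external cytosines of the same sites, so that level and site number are not independent. Among the bins at 50% or more, 130 had no Cp mCpG site in Col-0 (5.73%, 4.84–6.76%) and 387 had none in Ler-0 (7.63%, 6.93–8.39%). Every CpCpG site had enough reads in 33 of the former and 109 of the latter. In 82 of the former and 209 of the latter no CpCpG site had enough reads, so that they could not have been counted otherwise. In the rest only some of the sites could be called. These shares depend on the reads required at the internal cytosine. With at least 3 reads they were 3.79% in Col-0 and 5.62% in Ler-0, and with at least 10 reads they were 11.6% and 15.6%. The paper takes the bins in Figure 5, which gained CpHpG methylation in one ecotype and carried sites with methylated internal cytosines in that ecotype, as additional to its earlier results for the conclusion that such sites promote CpHpG methylation and that regions gain it in *ibm1* only when they contain them.

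**Figure D3:**
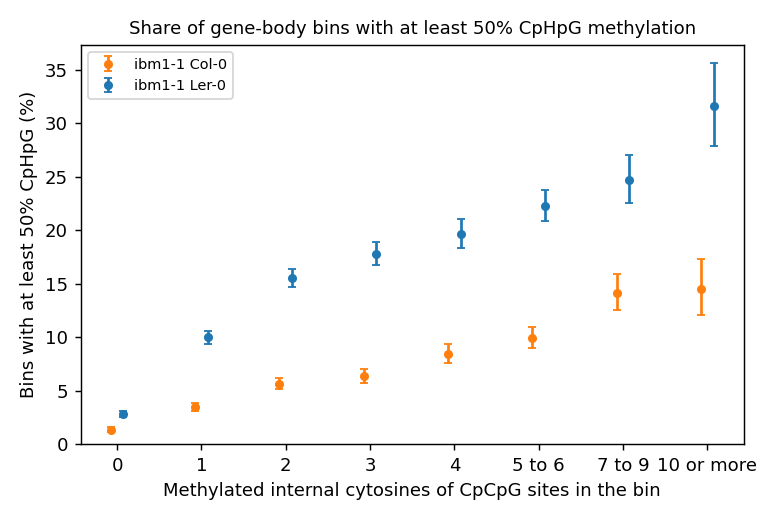
Percent of homologous gene-body bins with at least 50% CpHpG methylation (y axis) by the number of methylated internal cytosines of CpCpG sites in the bin (x axis), for *ibm1-1* Col-0 (orange) and *ibm1-1* Ler-0 (blue). Points are shares and bars are 95% Wilson intervals. Bins without a methylated internal cytosine include bins in which no CpCpG site had enough reads. The share rises from 1.36% to 14.5% in Col-0 and from 2.80% to 31.6% in Ler-0.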

**Figure 5.**
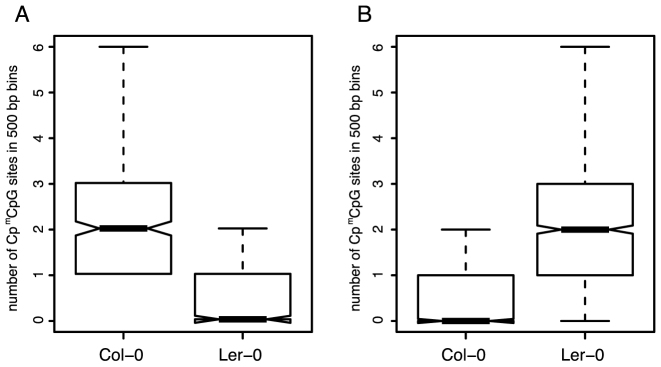
The effect of inter-ecotype variation in Cp^m^CpGs on the capacity of a region to gain methylation in the ibm1 mutant. Boxplot of the number of Cp^m^CpG sites in Col-0 and Ler-0 for homologous 500-bp bins that gained CpHpG methylation exclusively in (**A**) Columbia- Col-0 or (**B**) Landsberg (Ler-0).

Possible mechanisms by which CpHpG methylation is initiated at Cp^m^CpGs are: (i) CMT2/3 first methylate the external cytosines of Cp^m^CpG sites and KYP then recognizes ^m^Cp^m^CpGs and adds H3K9me2 marks, or (ii) KYP binds directly to Cp^m^CpGs and the added H3K9me2 marks start a self-reinforcing loop with CMT2/3. To test the likelihoods of these two possibilities, we examined the crystal structure of KYP bound to DNA (6) and computed the binding energies of KYP to various DNA sequences using molecular dynamics simulations. Since KYP displayed the stronger binding affinity when both cytosines are methylated (^m^Cp^m^CpG, Supplementary Figure S9) than binding to Cp^m^CpGs, it could be hypothesized that CMT2/3 may need to methylate the external cytosine of Cp^m^CpG sites first and then KYP recognizes and binds ^m^Cp^m^CpGs. Obviously, this hypothesis needs future tests by additional experiments assaying *in vitro* binding and biochemical activities.

## DISCUSSION

Transposable elements display dense and complex DNA methylation patterns with cytosines methylated in CpG, CpHpG and CpHpH sequence contexts. This methylation is established and maintained simultaneously by several DNA methyltransferases involved in distinct methylation pathways. Methylation at CpGs is maintained by MET1, at CpHpGs by CMT2/3 cooperating with KYP and at CpHpHs by DRM2 and CMT2, the former acting in the RdDM pathway (3,8). It is therefore very challenging to dissect regulatory interactions between these pathways at transposon loci, which have complex methylation patterns that vary greatly between different transposons. In contrast, a subset of genes acquires DNA methylation in their bodies, which in WT plants is restricted to CpG sites and maintained by MET1. However, in plants deficient in H3K9 demethylase (IBM1) numerous body-methylated genes gain methylation outside CpGs, predominantly in the CpHpG sequence context, but this does not occur at all body-methylated genes. Therefore, such genes can be classified as either targets of IBM1 or non-targets of IBM1. The latter seem to be protected against invasion of ectopic non-CpG methylation in an IBM1-independent manner. The factors contributing to this protection were unknown.

Here, we provide evidence that those body-methylated genes that do not gain CpHpG methylation in the *ibm1* mutant contain CpCpG sites free of methyl groups (Figures 3–5). In contrast, genes with CpCpGs having methylated internal cytosines acquire CpHpG methylation in the absence of IBM1 protective activity.

Previous work (7) suggested that CMT3 can *de novo* methylate CpHpG sites. In addition, it has been shown that KYP binds weakly to ^m^CpG sites when these are flanked by adenines (A^m^CpGA) (11). KYP binding occurs through the SRA domain and the flipped-out methylated cytosine (6). Therefore, KYP could bind to Cp^m^CpGs (recognising the methylated internal cytosines) or to ^m^Cp^m^CpGs (recognising either the methylated internal or external cytosines). Our structure simulation data favor the second possibility (Supplementary Figure S9); however, additional studies of KYP binding specificities are necessary to further test this hypothesis.

Nevertheless, such a scenario is compatible with the model proposed by Yaari *et al.* (15) where ^m^CpCpG methylation mediated by CMT3 depends on the methylation of the second strand of DNA at ^m^CpGpG, which is mediated by MET1. Based on the observation that the external cytosine methylation at CpCpG decreases in *met1* mutants of *Physcomitrella patens* and *Arabidopsis* they proposed that CMT3 is unable to methylate the symmetric CpGpG site, where methylation is maintained exclusively by MET1 (15). However, their model also considers propagation of methylation at CpCpG sites in which the internal cytosine is unmethylated, a situation that is excluded in *Arabidopsis* (Supplementary Figure S3). Therefore, pre-existing body methylation and CpCpG sites with methylated internal cytosine are both needed for directing CpHpG methylation in *Arabidopsis* genes. Our results suggest that IBM1 prevents increase of ectopic non-CpG methylation in these genes, most likely by preventing its spreading from the Cp^m^CpG sites (Figure 3D). This assumption does not require IBM1 to be targeted to a specific subset of genes. IBM1 may simply be available at all genic regions and be activated only when *de novo* CpHpG methylation is initiated by double methylation at Cp^m^CpG sites and the appearance of H3K9me2. On the other hand, it is known that DNA mutation rates are influenced by DNA methylation (34) and genomes containing methylated cytosines tend to become depleted in CpG sites (35). Our findings imply mutation constraint of CpCpG sites; mutation of these sequences could influence the epigenetic landscape of body-methylated genes. As a matter of fact, the CpG dinucleotide is avoided in codon usage in *Arabidopsis* and other plants (36).

A possible link between CpG and CpHpG methylation was recently proposed by Bewick *et al.* (37), who reported that the absence of CMT3 in *Eutrema salsugineum* and *Conringia planisiliqua* results in the absence of gene body-methylation. It was proposed that stochastic establishment of CpHpG methylation followed by its stochastic removal can lead gradually to the establishment of gene body-methylation only in the CpG context. As a consequence, the absence of CMT3 during the evolution of these species has resulted in erasure of methylation in gene bodies (37). Our data complement the proposed evolutionary link between CpG and CpHpG methylation by providing further evidence of a regulatory relationship between CpG and CpHpG operating in *Arabidopsis*.

A direct influence of CpG methylation on the development of further epigenetic properties of loci is likely to be of crucial importance in the maintenance and inheritance of these properties through mitosis and meiosis. MET1-mediated inheritance of CpG methylation patterns through DNA replication cycles is essential for epigenetic identity, as evidenced by the transgenerational persistence of epigenetic deficiencies triggered by short-term depletion of MET1 (38). In contrast, epigenetic alterations resulting from depletion of factors involved in non-CpG methylation are not transgenerationally inherited. We propose here that CpCpG sites may act as a scaffold for crosstalk between CpG and non-CpG methylation pathways, constituting a possible mechanism by which CpG methylation may maintain locus epigenetic identity in the absence of non-CpG methylation. Thus, our results define CpG methylation as a crucial epigenetic mark providing broader epigenetic identity and the means for its stable inheritance.

## ACCESSION NUMBER

Sequencing data have been deposited in Gene Expression Omnibus under the accession number GSE89913.

## Supplementary Material

Supplementary Data Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

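Whole-genome bisulfite libraries of first generation *ibm1-1* homozygous plants were analysed, 1 from Col-0 and 1 from Ler-0. The plants were grown at 21°C with 16 h of light and 8 h of dark, each library was made from 150 ng of DNA, and the Ler-0 line came from 4 backcrosses of the Col-0 mutant to Ler-0. The authors aligned the reads with Bismark to TAIR10 (Col-0) and to the PacBio assembly of Ler-0, collapsed duplicated reads, and deposited cytosine reports that give, for every cytosine of both strands, the counts of methylated and unmethylated calls, its context and its trinucleotide. The version of Bismark and the trimming of the reads are not given in the sources used here. The counts are raw, and no normalization had been applied to them. WT, *met1-3* and second-generation *ibm1* libraries, BLAT and the Ler-0 assembly as sequence were not used here.

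The Col-0 report covers 7 sequences, whose nuclear chromosomes and chloroplast match the reference genome used here base for base, and the Ler-0 report covers 545 contigs. Since the Ler-0 report gives the position, strand and 2 following bases of each cytosine, the Ler-0 sequence was rebuilt from it. All C and G bases and many A and T bases are known, and A and T bases that stayed unresolved were written as 1 symbol in Ler-0 and, at the bases reduced by the same rule, in Col-0. Tiles of 500 bp were aligned with bwa 0.7.19 (bwa mem). Of the placed tiles, 63185 were identical in the reduced sequence.

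In the paper, bins were selected by WT levels of at least 10% CpG methylation and under 5% non-CpG methylation. Here CpG methylation of at least 10% was read from the Col-0 *ibm1-1* library, as the paper states that *ibm1* does not affect it, and the non-CpG limit was replaced by at least 250 bp in a protein-coding gene and no overlap with a pseudogene. Bins were compared by pooled levels, with the paper's limits of 50% and 5% CpHpG methylation, at least 4 covered CpHpG cytosines and a mean of at least 4 reads per CpHpG cytosine. A CpCpG site on either strand counted as Cp mCpG with at least 5 reads and at least 50% methylation at the internal cytosine, so that sites with both cytosines methylated are included.

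The depth of each bin sets its precision. Candidate bins had a median of 376 CpHpG calls in Col-0 and 328 in Ler-0. Shares are given with 95% Wilson intervals and mean numbers of sites with exact Poisson intervals from their sums, and the upper limit of a count of 0 was set at 3 counts. Ratios of 2 counts of bins have percentile intervals from 1000 bootstrap draws of bins. With 1 library per ecotype, no test between the ecotypes was made and no p-value was calculated across bins. The position of a set of bins among 10000 random sets of the same size, matched on the number of CpCpG sites, describes these libraries only. Fisher's exact test (two-sided, Benjamini-Hochberg adjustment over the candidate bins) was run on the calls of single bins and compares libraries. The bins named are the 3 Col-0-only and 3 Ler-0-only bins with the largest CpHpG difference among those with at least 10 CpHpG cytosines of at least 5 reads in each library, with *IBM1*, a rule set before the data were examined.

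The design, 22 alternative settings for the bins and 2 for the CpCpG patterns were set before the data were examined, and 2 settings were added afterwards. The alternatives cover the thresholds, the read minimum, the annotation filter, the aligner (minimap2 2.31), the tile positions, thinning of the deeper library to 0.888 of its reads, correction for chloroplast non-conversion, and leaving out chromosome 3. Counts under several filters were looked at before the analysis was completed, and the design was not changed. The steps were tested on simulated data before use. Of 5925 simulated tiles, 99.7% were placed within 100 bp of their true position, and 98.8% of 507 simulated Col-0-only bins, 98.5% of 526 Ler-0-only bins and 99.1% of 541 shared bins were recovered. Of 100 simulated random-set comparisons without an effect, 3 fell outside the central 95%.

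Ler-0-specific cytosines are cytosines of Ler-0 where Col-0 has A or G on the same strand, in tiles with at most 5% differences. They were summarised in windows of 250 kb, and windows with at least 30 of them and reads at fewer than 50% were taken as lacking Ler-0 sequence. This criterion was changed after a first map by depth ratio had been seen. On simulated data it marked 10 of 10 windows in a simulated stretch of Col-0 sequence and 0 of 20 outside it. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, biopython 1.88 and matplotlib 3.10.9.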

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

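The counts of bins in this part were seen before they were examined further, and the test on adjoining Cp mCpG sites was chosen before its result was seen.

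Bins without a CpCpG site are outside the homologous bins that the paper compares between Col-0 and Ler-0, which had at least 1. With the other limits kept, 1024 homologous gene-body bins had no CpCpG site in either genome. CpHpG methylation of at least 50% was measured in 95 of them in Col-0 (9.28%, 7.65–11.2%) and in 206 in Ler-0 (20.1%, 17.8–22.7%). A count of 0 would have allowed up to 0.293%, a limit for counting error that says nothing about the level such bins have in WT, which was not analysed here. Bins with at least 1 Cp mCpG site reached 50% in 6.42% of 33357 bins in Col-0 and 16.1% of 29086 bins in Ler-0. Bins in which every CpCpG site had enough reads and none was methylated did so in 1.66% of 1990 bins in Col-0 and 4.82% of 2260 bins in Ler-0. Their pooled CpG level was also lower, however, at 32.5% and 20.9%, against 52.9% and 51.5% in bins without a CpCpG site. Bins without a CpCpG site have CpHpG cytosines in CpApG and CpTpG only. By these contexts alone, bins with a Cp mCpG site reached 50% in 7.22% in Col-0 and 17.9% in Ler-0. Those with every site called and none methylated did so in 2.06% and 6.11%. The 17.9% lies within the 17.8–22.7% of Ler-0 bins without a CpCpG site.

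Missing calls at internal cytosines cannot account for these bins, since they have no CpCpG site to call. A Cp mCpG site lay within 500 bp in 94.7% of the 95 bins in Col-0 (88.3–97.7%) and in 76.5% of the other bins without a CpCpG site (73.7–79.1%). In Ler-0 the shares were 94.2% of the 206 bins (90.1–96.6%) and 70.8% (67.6–73.8%). CpHpG methylation that extends from Cp mCpG sites in the adjoining 500 bp is therefore a candidate explanation for most of them. It leaves 5 bins in Col-0 and 12 in Ler-0 without such a site within this distance. A gene with more CpG methylation also has more Cp mCpG sites nearby, and this was not separated here, so that other methylated CpGs stay open too. Over 50 bp, cytosines near Cp mCpG sites and near other methylated CpGs were at similar levels, with a ratio of 1.02 in both libraries. This does not decide it, since spread over 500 bp into bins without a CpCpG site was not tested. Methylation of these bins in WT, including that of unannotated transposable element fragments, also stays open, as do paralogs, which were not tested for these bins.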

How the results depend on the processing

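Of the settings in this part, 2 were chosen only after the results were seen. They are scaling Ler-0 to the CpHpG level of pseudogenes and leaving out the stretch of chromosome 3 that lacked reads at Ler-0-specific cytosines. No paired analysis was possible because each ecotype has 1 library, both with replicate number 1, and no replicate was left out for the same reason.

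In each setting, bins at 50% or more CpHpG methylation were more numerous in Ler-0 than in Col-0, except with scaling to pseudogenes, and each exclusive set had more Cp mCpG sites in the ecotype with CpHpG methylation. Of 20 alternatives, the count in Col-0 stayed within 1.5 times of 2270 under 16, the count in Ler-0 within 1.5 times of 5071 under 15, and the shared count under 15. The count of Col-0-only bins did so under 12 and that of Ler-0-only bins under 13. Some of these settings could not move a count. The limits for the other ecotype leave the Col-0, Ler-0 and shared counts as they are by construction, and scaling Ler-0 leaves the Col-0 count. Settings that moved none of the bin results beyond these limits were the mean of per-cytosine levels, CpApG and CpTpG only, at least 1 read per CpHpG cytosine, minimap2, at most 2% differences, thinning, chloroplast correction, an internal cytosine at least 25% methylated, leaving out chromosome 3 and leaving out the stretch.

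The limit for the other ecotype moved the counts of exclusive bins most, and the selection of bins moved the other counts at 50% or more most. With CpHpG of at least 40%, there were 4947 bins in Col-0, 8625 in Ler-0, 3636 in both, 129 Col-0-only and 263 Ler-0-only, the latter with 3.36 Cp mCpG sites in Ler-0, and 6.97% of bins in Col-0 and 10.0% in Ler-0 had no Cp mCpG site. With at least 60%, there were 781, 2204, 465, 25 and 23 bins, with 0.12 sites in Ler-0 per Col-0-only bin, 4.39 in Ler-0 per Ler-0-only bin, and 6.81% of Ler-0 bins without a site. Fewer bins pass a higher threshold by construction. With under 10% in the other ecotype, there were 97 Col-0-only bins, with 0.639 sites in Ler-0, and 237 Ler-0-only bins, with 3.25 in Ler-0. With under 50% there were 751, with 3.82 in Col-0 and 2.49 in Ler-0, and 3552, with 2.69 in Col-0 and 3.20 in Ler-0.

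For the selection of bins, the cause was not tested unless stated. Without the annotation filter there were 66178 homologous bins, 8319 at 50% or more in Col-0, 15184 in Ler-0, 6652 in both and 158 Col-0-only, with 0.203 sites in Ler-0. With CpHpH under 5% in both libraries there were 824, 1736 and 388 bins, 10 Col-0-only, with 1.0 site in Ler-0, and 39 Ler-0-only, with 3.13 in Ler-0, and 9.68% of Ler-0 bins had no site. With CpG of at least 10% in both libraries, 15 Col-0-only bins had 4.2 sites in Col-0 and 1.6 in Ler-0, since bins that lost CpG methylation in Ler-0 are left out. With that limit in either library, 164 Ler-0-only bins had 0.823 sites in Col-0. Tiles shifted by 250 bp gave 1.37 sites in Col-0 per Ler-0-only bin.

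Depth limits both the bins and the sites. With at least 8 reads per CpHpG cytosine, 26560 homologous bins were left, 26 of them Col-0-only with 7.12 sites in Col-0, and 4.41% of Col-0 bins and 6.69% of Ler-0 bins had no site. With at least 3 reads at the internal cytosine, these shares were 3.79% and 5.62%. With at least 10 reads they were 11.6% and 15.6%, and the means were 4.3 in Col-0 and 0.117 in Ler-0 per Col-0-only bin, and 1.0 in Col-0 and 3.13 in Ler-0 per Ler-0-only bin, since fewer sites could be called. With an internal cytosine at least 75% methylated, Ler-0-only bins had 1.38 sites in Col-0. Scaling Ler-0 to pseudogenes, which lowers Ler-0 levels by construction, left 2114 bins in Ler-0, 960 in both and 22 Ler-0-only, with 4.5 sites in Ler-0, and 6.81% of Ler-0 bins without a site.

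Of the CpCpG patterns in the bins, at least 10 reads on both cytosines gave 35.7% CpCpG, 40.4% Cp mCpG, 0.118% mCpCpG and 23.8% mCp mCpG in Col-0, and 38.0%, 33.3%, 0.127% and 28.5% in Ler-0. An external cytosine at 50% or more gave 52.1% Cp mCpG, 0.0083% mCpCpG and 9.27% mCp mCpG in Col-0, and 45.7%, 0.0111% and 11.6% in Ler-0.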

Differences from the paper's values

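No test in this part was chosen after its result was seen. The alternatives named here were set before the data were examined, unless stated, and each changes 1 choice.

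CpHpG methylation of at least 50% was measured in 2270 bins in Col-0, and the paper's count is 500. The count in Ler-0 was 5071, and the paper's is 1337. For Col-0, all 18 alternatives set before the data were examined differ from the paper's count by more than 1.5 times. For Ler-0, 17 do, and 1 is within 1.5 times of it, with 1736 bins when CpHpH methylation is required to be under 5% in both libraries. Bins at this level in both ecotypes numbered 1519 here and 87 in the paper, and none of the 18 alternatives set before the data were examined comes within 1.5 times of the paper's count. The closest was 388, under the same CpHpH limit. The bins are not the same set as the paper's, which were limited to under 5% non-CpG methylation in WT. WT libraries were not used here, and no alternative tests that limit.

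Col-0-only bins numbered 60 here and 413 in the paper, and Ler-0-only bins 78 here and 1250 in the paper. None of the 18 alternatives set before the data were examined comes within 1.5 times of either of the paper's counts. The limit of under 50% in the other ecotype gave 751 and 3552 bins. The paper gives under 5% in the other ecotype as the limit, while its 413 and 1250 bins are also what remains of its 500 and 1337 bins without the 87 shared ones.

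The mean number of Cp mCpG sites per Col-0-only bin in Col-0 was 5.03, and the paper's is 2. Per Ler-0-only bin it was 3.87 in Ler-0, where the paper's is 2, and 1.67 in Col-0, where the paper's is 0. For these 3 means, all 22 alternatives set before the data were examined differ from the paper's value. The mean per Col-0-only bin in Ler-0 was 0.40, which rounds to the paper's 0. Of the 22 alternatives set before the data were examined, 18 are within 0.5 of the paper's value, 2 of them at exactly 0.50 and so not plainly rounding to 0, the mean of per-cytosine levels and at least 3 reads at the internal cytosine, and 4 differ from the paper's value, with 0.639 at under 10% in the other ecotype, 2.49 at under 50%, 1.0 with CpHpH under 5% in both libraries and 1.6 with CpG of at least 10% in both libraries. The paper's text does not name the read minimum or the level at which an internal cytosine counts as methylated in these means. The 5 reads and 50% used here are therefore not known to be the paper's rule, which limits the comparison of all 4 means.

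The paper states that most bins increased in only one ecotype. Here 73.9% of the bins at 50% or more in at least 1 ecotype were under 50% in the other, and 2.37% were under 5% in the other. The paper states that regions gain CpHpG methylation only when they contain Cp mCpG sites. Of the bins at 50% or more, 5.73% in Col-0 and 7.63% in Ler-0 had no site called as Cp mCpG, and the others had at least 1. Among those with no such site, 82 bins in Col-0 and 209 in Ler-0 had no CpCpG site with enough reads. These bins do not bear on the statement.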

Other observations

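The tests chosen only after their results were seen are those on the stretch of chromosome 3, chloroplast conversion, the level in pseudogenes, CpG sites outside CpCpG in the exclusive bins, CpHpH methylation, the depth ratio by CpHpG difference, and the further forms of the tests on numbers of methylated CpGs and on external cytosines.

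The Ler-0 library lacked reads at Ler-0-specific cytosines from 250001 to 9000000 of chromosome 3. Only 9.77% of them had reads there, against 80.9% elsewhere. Too few aligned reads in that part of the assembly is argued against by the cytosines that both genomes share, which had a mean of 6.38 reads in the stretch and 6.74 elsewhere. The stretch includes *IBM1*, and none of the 439 windows elsewhere lacked such reads, in line with Col-0 sequence carried through the 4 backcrosses with *ibm1-1*. This is a hypothesis from the same data. The paper does not report the extent of this stretch. In it, a comparison between the libraries may be one between near-identical sequences, and 9.55% of the homologous bins lie there. None of the 60 Col-0-only bins does, which allows up to 5%, and 2 of the 78 Ler-0-only bins do.

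CpG methylation differed less between the libraries in this stretch. A CpG difference of at least 30 percentage points was found in 2.66% of its bins with at least 20 CpG reads (2.21–3.20%) and in 18.8% of the bins elsewhere (18.4–19.1%). This is consistent with CpG methylation patterns inherited with the DNA of each ecotype, as a hypothesis, and 1 stretch of 1 chromosome was compared.

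More bins reached 50% CpHpG methylation in Ler-0 than in Col-0, 5071 against 2270. Read depth is argued against, since the ratio was 2.25 with the deeper library thinned to the shallower. Unequal conversion is argued against by a ratio of 2.28 after correction for chloroplast calls. The ratio was 1.97 (1.78–2.20) in the stretch of chromosome 3 and 2.26 (2.18–2.36) elsewhere. If the stretch carries Col-0 sequence in both libraries, this argues against the Ler-0 alleles of the bins as the whole cause. These 2 intervals come from 1000 bootstrap draws of the bins of 1 pair of libraries and do not cover variation between plants or libraries. A difference over the whole library stays open. In 10309 pseudogene bins with high CpG methylation, CpHpG methylation was 46.5% in Col-0 and 56.2% in Ler-0, a ratio of 0.828. With Ler-0 levels scaled by this ratio, the ratio of counts was 0.931, but such scaling lowers the Ler-0 count whatever the cause and decides nothing. Pooled over the gene-body bins, the ratio of Col-0 to Ler-0 was 0.738, and the scaled Ler-0 level of 23.1% stayed above the 20.6% of Col-0, so that this ratio does not account for the whole difference in level. A difference by ecotype and one between the libraries cannot be told apart with 1 library per ecotype.

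In the exclusive bins, CpGs outside CpCpG sites differed between the libraries as CpCpG sites did. In Col-0-only bins, 94.7% of these other CpGs were methylated in Col-0 and 6.78% in Ler-0, and the difference was 1.004 times that at CpCpG sites. In Ler-0-only bins, 82.4% were methylated in Ler-0 and 39.2% in Col-0, 0.896 times the difference at CpCpG sites. The loss of Cp mCpG sites in the ecotype without CpHpG methylation may thus be part of a difference in all CpG methylation of the bin, and these bins do not separate Cp mCpG from other methylated CpGs.

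Bins with a Cp mCpG site also reached 50% CpApG and CpTpG methylation more often among bins with the same number of methylated CpGs outside CpCpG. The standardised share was 4.00 times that of bins without such a site in Col-0 and 2.61 times in Ler-0, which argues against the number of other methylated CpGs as the whole cause. At the same number of all methylated CpGs, Cp mCpG included, the ratio was smaller, 2.10 in Col-0 and 1.51 in Ler-0, and with every CpCpG site called it was 2.01 and 1.29. With 1 methylated CpG cytosine in all, the share was not higher in bins where it was a Cp mCpG site. In Col-0 it was 0 of 337 bins, which allows up to 0.890%, against 0.518% of 965 (0.222–1.21%). In Ler-0 it was 0.857% of 350 bins (0.292–2.49%) against 1.13% of 970 (0.634–2.02%). These few bins do not decide it. Methylated CpGs were counted as cytosines of each strand in these comparisons. The count of all also holds cytosines opposite an internal cytosine of a CpCpG site, which can belong to neither kind. In the reverse comparison, bins with another methylated CpG exceeded bins without one at the same number of Cp mCpG sites by 3.84 times in Col-0 and 3.18 times in Ler-0. Among Col-0 bins without a Cp mCpG site, however, the share differed little with and without another called methylated CpG. The share was 0.960% of 6460 bins (0.749–1.23%) with such a CpG and 0.898% of 557 (0.384–2.08%) without. It was higher with more of them. With 1 it was 0.414% of 1207 bins (0.177–0.966%), with 5 to 6 it was 1.89% of 900 (1.18–3.00%). With 7 to 8 it was 1.45% of 413 (0.667–3.13%), and with 12 to 15 it was 5.33% of 75 (2.09–12.9%). In Ler-0 the shares with and without another methylated CpG were 4.21% of 4964 bins (3.69–4.81%) and 0.417% of 5754 (0.280–0.620%). How much each kind of site contributes on its own stays open. Bins are not replicates, and the ratios have no test across plants.

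Nearby cytosines did not separate the 2 kinds of site. CpApG and CpTpG cytosines within 50 bp of a Cp mCpG site and of no other methylated CpG were methylated at 25.1% in Col-0 and 35.8% in Ler-0, and those within 50 bp of another methylated CpG and of no Cp mCpG site at 24.6% and 35.0%. The ratio was 1.02 in both libraries. Within the same bins, the level near Cp mCpG sites was lower by 0.499 percentage points in Col-0 (standard error 0.146 over 15096 bins) and in Ler-0 it was lower by 0.502 (0.177 over 14197 bins). These values argue against a spread from Cp mCpG sites in particular that ends within 50 bp. They do not decide on a spread that reaches further. Cytosines near another methylated CpG only can have a Cp mCpG site beyond 50 bp, and such a spread could reach both groups. The limit for calling the groups alike was fixed in its final form after the values were seen.

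External cytosines of Cp mCpG sites were at higher levels than other CpHpG cytosines in bins of low level. In bins under 5% CpHpG, they were at 4.38% in Col-0 against 2.77% for CpApG and CpTpG, a ratio of 1.58, and in Ler-0 at 4.21% against 2.92%, a ratio of 1.44. In bins of 5% to 20%, they were at 14.4% in Col-0 against 11.4%, a ratio of 1.27, and in Ler-0 at 13.5% against 12.0%, a ratio of 1.12. In bins of 20% to 50% the ratios were 0.970 and 0.886, and in bins of 50% or more 0.855 and 0.786. With bins sorted by CpApG level, which external cytosines do not enter, and compared with CpTpG, the ratios under 5% were 1.88 and 1.65, those at 5% to 20% were 1.39 and 1.23, and those at 20% to 50% were 1.02 in Col-0 and 0.930 in Ler-0. External cytosines lie next to a methylated CpG, however, and the CpApG and CpTpG cytosines compared lie anywhere in the bin. Against those within 50 bp of a Cp mCpG site, at 12.4% in Col-0 and 13.1% in Ler-0, the ratio at 5% to 20% was 1.16 in Col-0 and 1.03 in Ler-0, and against those within 10 bp, at 13.4% and 14.0%, it was 1.08 and 0.963. In bins under 5%, the ratio was 1.48 in Col-0 and 1.34 in Ler-0 against those within 50 bp, and 1.18 and 1.07 against those within 10 bp. The lead became smaller with nearness in both classes and both libraries, and within 10 bp it was left in all but the Ler-0 bins of 5% to 20%. Methylation of external cytosines first, as the paper proposes, and their place next to methylated CpGs are therefore not told apart here, since external cytosines lie nearer still. The rule that the lead must not become smaller with nearness was added after the values at 5% to 20% were seen and before those under 5% were. The bins are also from 1 time point, and a preference of the enzymes for sequence stays open.

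Bins at 50% or more without a Cp mCpG site were examined for missing calls. Every CpCpG site had enough reads in 25.4% of the 130 bins in Col-0 and in 28.2% of the 387 bins in Ler-0. This argues against missing calls as the whole cause. No CpCpG site had enough reads in 82 of the 130 bins and in 209 of the 387, where missing calls may be the cause. A Cp mCpG site lay within 500 bp in 97.0% of the 33 bins with every site called in Col-0 (84.7–99.5%), against 72.3% of bins called in the same way that were under 50% CpHpG, and in 90.8% of 109 bins in Ler-0 (83.9–94.9%), against 64.0%. Spread from adjoining methylated sites is a candidate explanation. Whether it starts from Cp mCpG sites in particular stays open. The ratio of 1.02 given above covers cytosines within 50 bp and does not test spread over 500 bp into these bins. A gene with more CpG methylation also has more Cp mCpG sites nearby, and this was not separated here. There were 1 bin in Col-0 and 10 bins in Ler-0 with no such site.

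Read depth followed methylation. The ratio of depths, Ler-0 to Col-0, had a median of 1.69 in bins with CpHpG methylation at least 50 percentage points higher in Ler-0 and of 0.409 in bins that much higher in Col-0, which is 4.12 times lower. Where both libraries were under 5% CpHpG, the ratio still followed CpG methylation, with a factor of 1.15 between bins at least 30 points higher in Ler-0 and bins at least 30 points higher in Col-0. Better recovery of reads from methylated DNA may explain this, as unmethylated DNA loses most of its cytosines on conversion. Such recovery within a bin would also shift its pooled level upward, by an amount not measured here, and copy number differences between the genomes were not tested.

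CpHpH methylation in Col-0-only bins was 12.1% in Col-0, between the 16.2% of pseudogene bins at 50% or more CpHpG and the 8.08% of gene-body bins at this level in both ecotypes. Transposon-type methylation present in 1 ecotype cannot be told apart from gene-body CpHpG methylation in these 60 bins, since their level lies midway. In Ler-0-only bins CpHpH methylation was 6.54% in Ler-0, below the 9.07% of shared bins and the 15.7% of pseudogene bins. Shared bins may hold transposable element fragments themselves. With CpHpH under 5% in both libraries, 388 of the 1519 shared bins and 39 of the 78 Ler-0-only bins were left. The pooled level therefore argues against that explanation for all of the Ler-0-only bins, but not for a part of them.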
